A study of Mus musculus with 5 samples. Its data were reported in "PFA ependymoma-associated protein EZHIP inhibits PRC2 activity through a H3 K27M-like mechanism" (2019).

How the data were processed

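RING1B, the catalytic subunit of the Polycomb Repressive Complex 1 (PRC1), was profiled by chromatin immunoprecipitation followed by sequencing (ChIP-Seq) in mouse embryonic fibroblasts (MEFs). Chromatin was crosslinked, digested with micrococcal nuclease and immunoprecipitated with a RING1B antibody. The series holds 5 samples, 1 library per group: parental cells that carry floxed EED alleles (control), cells transduced with human EZHIP, cells transduced with H3.3 K27M, cells transduced with H3.3 K27R, and an EED deletion line. Groups were taken from the cell type given for each sample. Peak lists of the control, EZHIP and H3.3 K27M libraries were analysed. The H3.3 K27R and EED deletion libraries were not analysed here. The control label names parental cells without transduction, so contrasts with the control cannot separate the inhibitors from transduction and selection.

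Per the methods of the study, the authors aligned reads to the mouse mm9 genome and to a spike-in genome with bowtie1 at default parameters, and called broad peaks with MOSAiCS-HMM, a hidden Markov model peak caller that works on genomic bins. Bowtie1 at its defaults reports an alignment also for reads that match several places in the genome, so repeated sequence can gather reads. Each deposited list holds 3 columns, the chromosome, start and end of every peak, with 1 list per library and no read count, signal, score or p-value per peak. The sequencing depth behind each list is therefore unknown, and no list can be adjusted for it. All 1418 starts were whole multiples of 200 bases and all 1418 ends lay 1 base before such a multiple, so the peaks were built from bins of 200 bases. Width was taken as end minus start. Positions in the text are 1-based. If the end column was meant as inclusive, each width is 1 base larger.

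The lists were compared in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and numba 0.67.0, and plotted with matplotlib 3.10.9. Peak number, width and covered length were described per list. Peaks were called shared when they had at least 1 base in common. The share expected by chance was obtained from 1000 placements of the other list in which each peak was moved to a uniformly drawn position on its own chromosome. Peaks of the 3 lists that shared a base were merged into regions, and each region was assigned to the lists with a peak in it. Shares of peaks carry 95% Wilson binomial intervals, which cover counting error only. With 1 library per group, nothing measures the spread between replicate libraries. Peaks of a library are not replicates of a condition, so no p-value was computed, and a difference between lists is a difference between these libraries and their peak calls.

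Gene starts were the 5′ ends of the 37252 genes on the autosomes and the X chromosome in GENCODE vM1, which annotates NCBIM37, the assembly that mm9 is made from. Every peak ended within the length of its chromosome in NCBIM37. From the NCBIM37 sequence, CpG-island-like sequence was defined as windows of 500 bases, moved by 100 bases, with at least 55% G and C and an observed to expected CpG ratio of at least 0.65. Overlapping windows were merged into 18335 islands. These are not the annotated islands used by the study. Repeated sequence was measured with words of 32 bases taken every 50 bases along each peak or region, as the percentage of words that occur more than once on the assembled chromosomes on either strand. Copies that the assembly collapsed into a single place are missed by this measure.

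The overlap code was tested on 821 simulated peaks of the control widths, of which 27.9% were given a partner. It found a partner for 28.0%. The word count was tested on simulated sequence, where 100% of the words of duplicated segments and 0% of the words of a single-copy segment were found repeated.

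Peaks and regions named in the text followed a rule: the 3 widest regions shared by all 3 lists by covered bases in the control, the 3 widest control peaks with no peak in the other lists, and the 3 widest EZHIP and H3.3 K27M peaks with no control peak. This rule, the comparisons and the following alternatives were fixed before the data were examined. The alternatives were the widest 50% of each list, equal numbers of the widest peaks, peaks of at least 5000 bases, peaks within 10000 bases merged, autosomes only, other definitions of overlap, and gene starts within 5000 bases. Ranking used width, because the lists hold no score. For the same reason the planned comparison of scores between retained and lost control peaks was not made. Alternatives chosen after the data were examined were a common minimum width of 1000 bases, peaks within 20000 bases merged, protein-coding genes only, gene starts in peaks of at least 10000 bases, and the removal of peaks in which more than 50% of the words were repeated.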

Results

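EZHIP is a protein expressed in posterior fossa type A ependymomas, and H3.3 K27M is a mutant histone found in diffuse midline gliomas. Both inhibit PRC2, the complex that methylates histone H3 at lysine 27 (H3K27me3). PRC1 contains RING1B and is recruited in part through H3K27me3. RING1B peaks in MEFs that carry either inhibitor were therefore set against those of control MEFs, to ask where PRC1 is found when PRC2 is inhibited. A single library was profiled per group. The lists hold peak positions on mm9 without read counts, so sequencing depth is unknown and differences between lists have no replicate check.

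The first comparison concerned the number of RING1B peaks. The control list held 821 peaks, the EZHIP list 311 peaks and the H3.3 K27M list 286 peaks. The number of peaks in the EZHIP list was 0.379 times that of the control, and the number in the H3.3 K27M list was 0.348 times that of the control. Peaks were found on the same 20 chromosomes, the autosomes and the X chromosome, in each list.

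The lists did not share a minimum width. The narrowest control peak spanned 1199 bases, whereas the narrowest peak in both the EZHIP and the H3.3 K27M list spanned 399 bases. Peaks under 1000 bases made up 109 of the 311 EZHIP peaks and 59 of the 286 H3.3 K27M peaks, and the control list had none. Among peaks of at least 1000 bases, 821 control, 202 EZHIP and 227 H3.3 K27M peaks remained, so the number in the EZHIP list became 0.246 times and the number in the H3.3 K27M list 0.276 times that of the control. This common minimum was the setting that moved the ratio of EZHIP to control peak number most. The ratio of H3.3 K27M to control peak number moved most with peaks of at least 5000 bases, of which it held 146 and the control list 292.

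The second comparison concerned peak width. The median width was 3399 bases in the control list, with quartiles of 1999 and 7799 bases. The EZHIP median was 1999 bases, with quartiles of 599 and 7299 bases. The H3.3 K27M median was 5199 bases, with quartiles of 1399 and 11949 bases. Relative to the control, the median was 0.588 times as wide in the EZHIP list and 1.53 times as wide in the H3.3 K27M list. The order of the EZHIP and control medians depended on the minimum width. With peaks under 1000 bases left out, the EZHIP median was 4999 bases and the H3.3 K27M median 7399 bases, both above the control median of 3399 bases. The H3.3 K27M median depended on the set of peaks as well, and fell to 0.481 times that of the control among equal numbers of the widest peaks. The widest peaks spanned 103999 bases in the control, 80599 bases in the EZHIP and 77199 bases in the H3.3 K27M list.

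**Figure D1:**
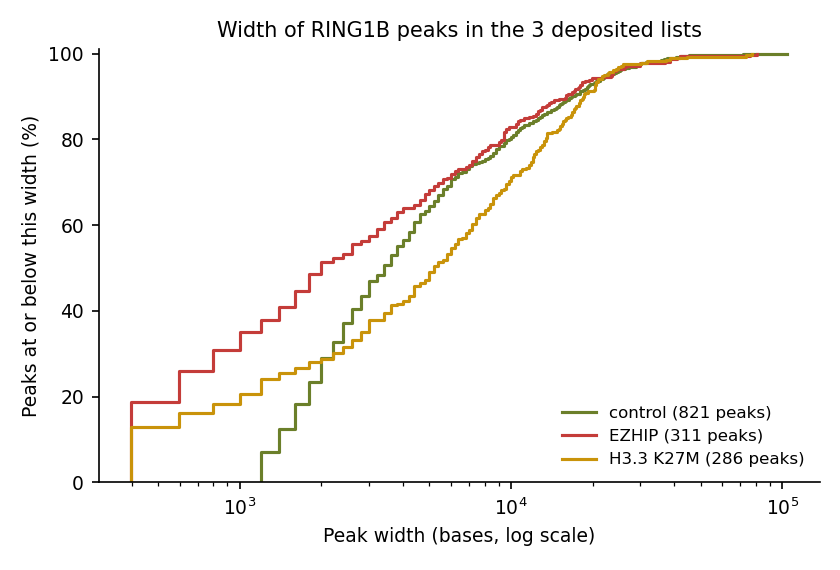
Cumulative distribution of RING1B peak width (x axis, bases on a log scale; y axis, percentage of the peaks of a list at or below that width) for the control, EZHIP and H3.3 K27M lists, 1 library each. The control curve starts at 1199 bases and the other curves at 399 bases.

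The peaks covered 5.50 Mb in the control list, at a mean width of 6705 bases. The EZHIP peaks covered 1.81 Mb at a mean width of 5829 bases, and the H3.3 K27M peaks covered 2.30 Mb at a mean width of 8051 bases. The covered length was 0.329 times that of the control for EZHIP and 0.418 times for H3.3 K27M. Since mean widths lay closer together than peak numbers, most of the difference in covered length went with the number of peaks. Equal numbers of the widest peaks, 286 per list, moved these ratios most, to 0.435 for EZHIP and 0.556 for H3.3 K27M.

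The third comparison concerned the location of the peaks. Of the 311 EZHIP peaks, 228 (73.3%, 95% interval 68.1 to 77.9%) overlapped a control peak. Of the 286 H3.3 K27M peaks, 229 (80.1%, 95% interval 75.1 to 84.3%) overlapped a control peak. Random placement of the control peaks gave a mean share of 0.488% for the EZHIP list and 0.530% for the H3.3 K27M list. The largest shares in 1000 placements were 1.93% and 2.45%, respectively. In the opposite direction, 222 of the 821 control peaks (95% interval 24.1 to 30.2%) overlapped an EZHIP peak and 227 (27.6%, 95% interval 24.7 to 30.8%) overlapped an H3.3 K27M peak. Between the transduced lines, 200 of the 311 EZHIP peaks (64.3%, 95% interval 58.8 to 69.4%) overlapped an H3.3 K27M peak, and 198 of the 286 H3.3 K27M peaks (69.2%, 95% interval 63.7 to 74.3%) overlapped an EZHIP peak. When the overlap had to cover 50% of both peaks, which moved these shares most for peaks of the EZHIP and H3.3 K27M lists, 25.1% of the EZHIP and 45.8% of the H3.3 K27M peaks matched a control peak. The shares of control peaks moved most with equal numbers of the widest peaks, to 53.5% with an EZHIP peak and 66.8% with an H3.3 K27M peak.

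By the fate of each control peak, 152 of 821 (18.5%) had a peak in both other lists, 70 (8.53%) in the EZHIP list alone, 75 (9.14%) in the H3.3 K27M list alone, and 524 (63.8%) in neither. These groups differed in width. The median width was 15399 bases for control peaks with a peak in both other lists and 2399 bases for those with a peak in neither.

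The share of control peaks retained rose with their width. Of the 238 control peaks from 1000 to under 2000 bases, 16 (6.72%, 95% interval 4.18 to 10.6%) overlapped an EZHIP peak and 1 (0.420%, 95% interval 0.0742 to 2.34%) overlapped an H3.3 K27M peak. Of the 159 control peaks of 10000 bases or more, 117 (73.6%, 95% interval 66.2 to 79.8%) overlapped an EZHIP peak and 132 (83.0%, 95% interval 76.4 to 88.1%) overlapped an H3.3 K27M peak. Wide peaks overlap more often by chance, but random placement gave mean shares of 0.382% and 0.384% in this widest class.

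**Figure D2:**
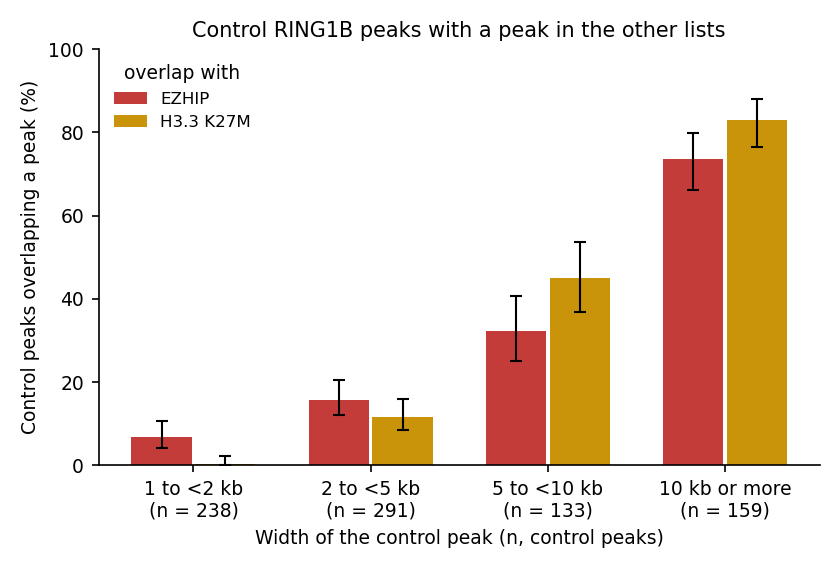
Percentage of control RING1B peaks that overlap an EZHIP or H3.3 K27M peak by at least 1 base (y axis) in 4 classes of control peak width (x axis, with the number of control peaks). Bars are shares within single libraries with 95% Wilson intervals, and they rise from 6.72% to 73.6% for EZHIP and from 0.420% to 83.0% for H3.3 K27M between the narrowest and the widest class.

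The fourth comparison concerned regions present in all 3 lists. Merging the lists gave 909 regions. Of these, 152 had a peak in all 3 lists, 69 in the control and EZHIP lists, 74 in the control and H3.3 K27M lists, and 46 in the EZHIP and H3.3 K27M lists without a control peak. The control list alone accounted for 524 regions, the EZHIP list alone for 37 and the H3.3 K27M list alone for 7. The number of regions in all 3 lists moved most with peaks under 5000 bases left out, to 63.

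In the 152 shared regions, peaks were narrower in both transduced lines than in the control. The EZHIP list covered a median of 0.380 times the bases of the control, with quartiles of 0.149 and 0.640, and covered fewer bases in 147 regions and more in 5. The H3.3 K27M list covered a median of 0.626 times the bases of the control, with quartiles of 0.424 and 0.774, and covered fewer bases in 148 regions and more in 4. The H3.3 K27M peaks covered more bases than the EZHIP peaks in 112 of the 152 regions and fewer in 34. With a common minimum width of 1000 bases, the medians were 0.486 for EZHIP and 0.687 for H3.3 K27M. The median of all H3.3 K27M peaks thus exceeded that of all control peaks, while the same list covered less than the control in 148 of 152 shared regions.

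**Figure D3:**
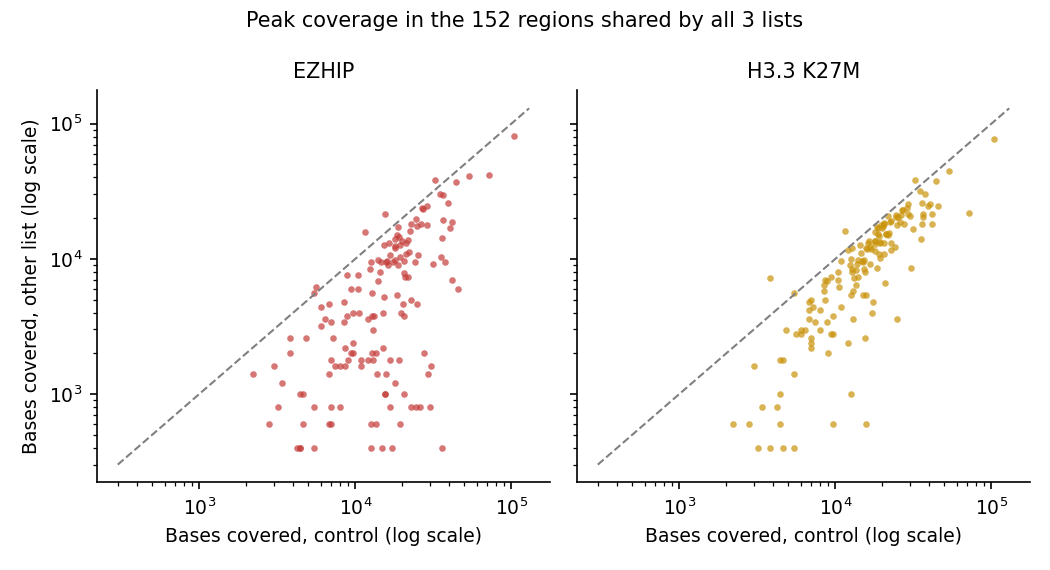
Bases covered by peaks in each of the 152 regions with a peak in all 3 lists, in the control (x axis, log scale) and in the EZHIP or H3.3 K27M list (y axis, log scale), with 1 point per region and equal coverage on the dashed line. Points lie below the line in 147 regions for EZHIP and 148 regions for H3.3 K27M.

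The 3 widest shared regions all lay at Hox clusters. The widest, at chromosome 15, 102726001 to 102829999 (mm9), was covered over 103999 bases in the control, 80599 bases in the EZHIP and 77199 bases in the H3.3 K27M list. It holds the starts of Hoxc6, Hoxc8, Hoxc9, Hoxc10, Hoxc11, Hoxc12, Hoxc13 and Gm17649. The region at chromosome 6, 52152801 to 52224199, holds the starts of Hoxa3, Hoxa5, Hoxa6, Hoxa7, Hoxa9, Hoxa10, Hoxa11 and Hoxa13. It was covered over 71399 bases in the control, 41999 bases in the EZHIP and 21999 bases in the H3.3 K27M list. The region at chromosome 2, 74484001 to 74537399, holds the starts of Hoxd9, Hoxd10, Hoxd11, Hoxd12, Hoxd13, Evx2 and Gm14396. It was covered over 53399 bases in the control, 40799 bases in the EZHIP and 44399 bases in the H3.3 K27M list.

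The widest control peak with no peak in the other lists lay within the HoxB cluster at chromosome 11, 96158601 to 96196199. It spanned 37599 bases and held the starts of Hoxb3, Hoxb4 and Hoxb5. The neighbouring control peak at 96111201 to 96147799, which includes Hoxb9, had an EZHIP peak of 29799 bases and an H3.3 K27M peak of 21599 bases. The control peak at 96026401 to 96070399, which includes Hoxb13, had peaks of 36999 bases in the EZHIP and 37399 bases in the H3.3 K27M list. The next widest control peak without a counterpart, at chromosome 3, 96238001 to 96267399, spanned 29399 bases and held the start of BC107364 and of annotated U1 genes, and 56.0% of its sampled 32-base words were repeated in the genome. The third, at chromosome 15, 102573201 to 102598399, spanned 25199 bases and overlapped no annotated gene. The closest protein-coding gene start, that of Calcoco1, was 20.6 kb away.

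**Figure D4:**
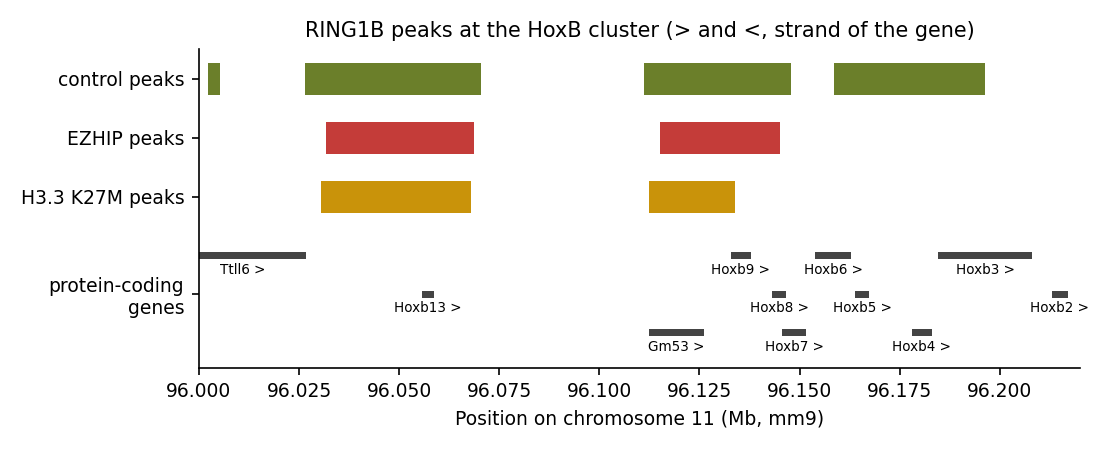
Map of RING1B peaks in the control, EZHIP and H3.3 K27M lists (coloured bars) and protein-coding genes of GENCODE vM1 (grey bars) at the HoxB cluster on chromosome 11 (x axis, position in Mb on mm9). Peaks at Hoxb13 and Hoxb9 appear in all 3 lists, and the control peak of 37599 bases at Hoxb3, Hoxb4 and Hoxb5 has no counterpart.

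Peaks with no control peak numbered 83 in the EZHIP list and 57 in the H3.3 K27M list. The widest EZHIP peak of this kind, at chromosome 11, 3024001 to 3099999, spanned 75999 bases and held the start of Sfi1. The widest H3.3 K27M peak of this kind lay at the same place, from 3026201 to 3099799, and spanned 73599 bases. Repeated words made up 19.2% and 17.9% of these peaks, respectively, against a median of 1.94% in the regions shared by all 3 lists. Copies collapsed in the assembly are missed by this measure, so these values do not exclude more repeated sequence. The next EZHIP peaks lay at chromosome 5, 14923601 to 14962199, with the start of Speer4e, and at chromosome 8, 19953201 to 19979799, with the start of Gm15319. The next H3.3 K27M peaks lay at chromosome 8, 19755801 to 19772599 and 19918201 to 19930599, and held no gene start. In the latter 4 peaks, from 74.4% to 85.9% of the sampled 32-base words were repeated in the genome.

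The fifth comparison concerned gene starts. Of the control peaks, 573 of 821 (69.8%, 95% interval 66.6 to 72.8%) overlapped a gene start. The share was 153 of 286 (53.5%, 95% interval 47.7 to 59.2%) for H3.3 K27M and 118 of 311 (37.9%, 95% interval 32.7 to 43.5%) for EZHIP. Random placement gave mean shares of 7.74% for the control, 8.87% for the H3.3 K27M and 6.46% for the EZHIP list. The intervals of the 3 lists did not overlap, but the shares depended on width. Among peaks of at least 1000 bases, 65.2% of the H3.3 K27M peaks (95% interval 58.8 to 71.1%) and 48.5% of the EZHIP peaks (95% interval 41.7 to 55.4%) held a gene start, and the H3.3 K27M interval then overlapped that of the control. Among peaks of at least 10000 bases, which moved the shares most, the order of the control and H3.3 K27M lists changed. The share was 93.9% for H3.3 K27M (95% interval 86.5 to 97.4%), 92.5% for the control (95% interval 87.3 to 95.6%) and 81.1% for EZHIP (95% interval 68.6 to 89.4%). The 3 intervals, from 82, 159 and 53 peaks, overlapped, but the EZHIP share lay below the control interval. More than 50% of the words were repeated in 16 of these 53 EZHIP peaks, against 5 of the 159 control and 5 of the 82 H3.3 K27M peaks. The shares were not recomputed without such peaks. When a start within 5000 bases sufficed, the values were 84.4% for the control, 73.4% for H3.3 K27M and 71.4% for EZHIP.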

Values the study reported

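For RING1B peaks, the study stated an FDR of 0.1, a maximum gap of 10,000, a minimum size of 1000 and a threshold of 20. For H3K27me3 peaks of published tumour data it stated a minimum size of 400. In the same MEF lines, the study reported that the total number of H3K27me3 peaks was 80% lower with EZHIP or H3.3 K27M. It gave no count of RING1B peaks in its text, where the number and general distribution of CBX2 and RING1B were described as not altered.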

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

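The common minimum of 1000 bases, the removal of repeated sequence, the merging within 20000 bases, the restriction to protein-coding genes and the gene starts in peaks of at least 10000 bases were chosen only after the results were seen, and the other 11 settings were planned. The 29 values compared across settings were recomputed under 16 alternatives, which gave 207 recomputed values. A share was taken as changed when it left the 95% binomial interval of the reported value, and a count, length or ratio when it moved by more than 1.5 times. For the 20 values that answer a comparison, 90 recomputed values stayed within these limits, 48 moved outside them and 3 changed direction. Of the other recomputed values, 48 stayed and 18 moved, 11 upward and 7 downward. The ratios of peak number and of covered length stayed below 1 for both lines under every alternative run for them, and so did the median width ratios at shared regions. Some of these settings could not have given another outcome. Keeping the widest 50% of each list fixes the ratio of peak number. The common minimum of 1000 bases removes no control peak, so it could only lower the ratios of peak number and covered length. Merging peaks within 10000 bases, merging within 20000 bases, autosomes alone, an overlap of 50% of the shorter peak, the widest single peak per region, and peaks within 10000 bases counted as shared moved none of those 20 values, where they were run, outside these limits.

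All 3 changes of direction concerned the median width over all peaks of a list. Relative to the control, the EZHIP median was 0.937 times as wide among the widest 50% of each list, 0.991 times among peaks of at least 5000 bases, 0.241 times among equal numbers of the widest peaks and 0.260 times among peaks in regions shared by all 3 lists. With the common minimum of 1000 bases, it reversed to 1.47 times, because that minimum removes EZHIP peaks and no control peak. The H3.3 K27M median reversed to 0.481 times among equal numbers of the widest peaks and to 0.597 times among peaks in shared regions. Both settings remove mostly narrow control peaks.

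Overlap shares moved with the selection of peaks. With equal numbers of the widest peaks, 55.2% of EZHIP and 67.5% of H3.3 K27M peaks had a control peak, 53.5% and 66.8% of control peaks had an EZHIP and an H3.3 K27M peak, and the control list alone accounted for 75 regions. With the widest 50% of each list, 78.7% of EZHIP and 93.0% of H3.3 K27M peaks had a control peak and 32.2% of control peaks had an H3.3 K27M peak. The regions then numbered 83 in all 3 lists, 242 in the control alone and 10 in the EZHIP and H3.3 K27M lists alone. With peaks of at least 5000 bases, 90.4% of H3.3 K27M peaks had a control peak, 44.9% of control peaks had an H3.3 K27M peak, 74.7% of EZHIP peaks had an H3.3 K27M peak and 50.7% of H3.3 K27M peaks had an EZHIP peak. The regions numbered 63, 148 and 11 in the same order. Fewer peaks enter these last settings by construction.

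An overlap of 50% of both peaks lowered every overlap share: to 25.1% of EZHIP and 45.8% of H3.3 K27M peaks with a control peak, to 9.50% and 16.0% of control peaks with an EZHIP and an H3.3 K27M peak, and to 36.3% of EZHIP and 39.5% of H3.3 K27M peaks with a peak of the other line. The narrower peaks of the transduced lines cannot meet this rule inside much wider control peaks.

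Under the common minimum of 1000 bases, the EZHIP peak number was 0.246 times that of the control, 86.8% of H3.3 K27M peaks had a control peak, 18.6% and 23.8% of control peaks had an EZHIP and an H3.3 K27M peak, 71.3% of EZHIP peaks had an H3.3 K27M peak, and 24 regions belonged to the EZHIP and H3.3 K27M lists alone. Gene starts then lay in 48.5% of EZHIP and 65.2% of H3.3 K27M peaks. Without peaks of repeated sequence, 81.2% of EZHIP and 87.6% of H3.3 K27M peaks had a control peak, and the regions of the EZHIP and H3.3 K27M lists alone fell to 23. Gene starts within 5000 bases were found for 84.4% of control, 71.4% of EZHIP and 73.4% of H3.3 K27M peaks, and starts of protein-coding genes lay in 64.4%, 32.2% and 46.2%. The share was highest in the control under these last settings. Among peaks of at least 10000 bases it was not, with 92.5% of control, 81.1% of EZHIP and 93.9% of H3.3 K27M peaks. Where the construction of a setting does not account for a change, the cause was not tested.

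The lists hold no score and no read count. The score of retained control peaks was therefore not compared, and no alternative for sequencing depth was run. The unknown depth limits every difference in peak number and width between the lists.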

Other observations

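The tests of minimum width, of joining distance and of CpG-island-like sequence at retained peaks were chosen after the results were seen. The tests of width at retained regions, repeated sequence and chromosome 7 were fixed before the values they measure were seen.

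The narrowest peak was 399 bases in the EZHIP and H3.3 K27M lists. That is lower than the minimum size quoted from the study above. The narrowest control peak, of 1199 bases, was above that minimum. The smallest gap between neighbouring peaks was 5201 bases in the control, 8401 bases in the EZHIP and 8201 bases in the H3.3 K27M list. Each of these gaps is lower than the maximum gap quoted from the study above. The study described the number and general distribution of CBX2 and RING1B as not altered, without naming peaks in that clause. The RING1B lists analysed here differ in peak number. For its description the study cited browser tracks of CBX2 and RING1B signal, normalized by total aligned reads, and supplementary panels. Peak positions without read counts do not test that signal. Whether the description also rests on these lists is not known.

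The different minimum widths do not account for the lower peak numbers. A higher minimum removes peaks, and the narrowest peak was 399 bases in both the EZHIP and the H3.3 K27M list against 1199 bases in the control list. A different joining distance does not account for them either. With peaks within 20000 bases joined in every list, the ratios were 0.375 and 0.353.

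Lower sensitivity of the peak calls, through depth or threshold, remains open. It predicts that regions kept in a list are also narrower than in the control. Over regions with a peak in both lists, the median width ratio was 0.333 for EZHIP in 221 regions and 0.583 for H3.3 K27M in 226 regions, as that explanation requires. The lower minimum width of the transduced lists can also lower these ratios. With the common minimum of 1000 bases, the medians over regions shared by all 3 lists were 0.486 for EZHIP and 0.687 for H3.3 K27M. The preferential loss of narrow control peaks also goes with lower sensitivity. Lower sensitivity alone does not predict the 83 EZHIP and 57 H3.3 K27M peaks that had no control peak. Lower occupancy by RING1B in cells with less H3K27me3 could give the same width ratios and loss of narrow peaks, and was not tested. Read counts at fixed regions would bear on it, and the lists do not hold them.

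Most H3.3 K27M peaks that the control lacked were also in the EZHIP list. Of the 57 H3.3 K27M peaks without a control peak, 50 (87.7%, 95% interval 76.8 to 93.9%) overlapped an EZHIP peak, against 148 of the 229 with a control peak (64.6%, 95% interval 58.2 to 70.5%). The EZHIP list did not show this contrast: 46 of its 83 peaks without a control peak (55.4%, 95% interval 44.7 to 65.6%) overlapped an H3.3 K27M peak, against 154 of the 228 with a control peak (67.5%, 95% interval 61.2 to 73.3%). The 46 regions of the EZHIP and H3.3 K27M lists without a control peak were rich in repeated sequence. A median of 50.2% of their sampled 32-base words occurred more than once in the genome, against 1.94% in the regions shared by all 3 lists. It was 6.25% at random positions, which had the widths of all merged regions and not those of the 46. The median is only just above the bound of 50% set for this test. More than 50% of the words were repeated in 23 of the 46 regions, in 7 of the 152 shared regions and in 79 of the 884 random positions. From 14923601 to 15201599 on chromosome 5, a stretch that spans 5 of these regions and was chosen after its values were seen, the control list had 0 peaks, the EZHIP list 8 and the H3.3 K27M list 7. Reads from repeated sequence are a candidate explanation for part of these regions. Why such reads would give peaks in both transduced lines and not in the control was not tested. Transduction and selection may also differ between the parental control and both lines, and the transduced H3.3 K27R library was not analysed. The lower minimum width does not explain these regions as a set, since 31 of the 46 were at least as wide as the narrowest control peak. Of the other 23 regions, with at most 50% of words repeated, 14 were narrower than the narrowest control peak, so the difference in minimum width may account for them, and 9 were as wide or wider. Repeated words made up from 5.92% to 37.5% of these 9. The region at 5.92% was below the median of random positions, so this measure gives no sign of repeated sequence there. Reads from repeated sequence stay open for the rest of the 9. A biological gain at these places was not tested.

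The difference in minimum width was also considered for regions found in a single transduced line. All 7 regions of the H3.3 K27M list alone were narrower than the narrowest control peak. The difference in minimum width may therefore account for their absence from the control list. It does not account for their absence from the EZHIP list, whose narrowest peak was 399 bases, as in the H3.3 K27M list. Of the 37 regions of the EZHIP list alone, 19 were narrower than the narrowest control peak and 18 were not. The difference in minimum width thus cannot account for the absence of all of them from the control. More than 50% of the words were repeated in 11 of the 37 regions, at a median of 2.78% over all 37. Reads from repeated sequence therefore stay open for part of these regions.

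Chromosome 7 held few peaks in each list: 13 of 821 in the control (1.58%, 95% interval 0.928 to 2.69%), 2 of 311 in the EZHIP and 4 of 286 in the H3.3 K27M list. A low number of CpG-island-like sequences does not explain this, because chromosome 7 carries 7.12% of them. It also carries 8.20% of annotated gene starts. The control list had 0.996 peaks per 100 islands on chromosome 7, and from 2.66 to 6.81 on the other 19 chromosomes. Whether the lists analysed here hold every peak called on this chromosome is not known, and the totals per list carry the same limit. Other explanations, technical or biological, were not tested.

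Most control peaks, 749 of 821 (91.2%, 95% interval 89.1 to 93.0%), overlapped a CpG-island-like sequence, against a mean of 4.99% under random placement. The share was 216 of 286 (75.5%) for H3.3 K27M and 190 of 311 (61.1%) for EZHIP. These shares depended on width. Among peaks of at least 10000 bases they were 97.5% for the control (95% interval 93.7 to 99.0%), 96.3% for H3.3 K27M (95% interval 89.8 to 98.7%) and 75.5% for EZHIP (95% interval 62.4 to 85.1%). In this class, more than 50% of the words were repeated in 16 of 53 EZHIP, 5 of 159 control and 5 of 82 H3.3 K27M peaks. The shares were not recomputed without such peaks, so repeated sequence may lower the EZHIP share. Presence of a CpG-island-like sequence, rather than width, was considered as the reason that wide control peaks were found in both other lists. It does not account for the pattern, since most control peaks found in neither list, 473 of 524 (90.3%), also had one. Among control peaks with a CpG-island-like sequence, the share found in both other lists was 13 of 265 (4.91%, 95% interval 2.89 to 8.21%) from 2000 to under 5000 bases and 105 of 155 (67.7%, 95% interval 60.0 to 74.6%) from 10000 bases. The number and extent of such sequences within a peak were not tested.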
